A study of Mus musculus with 8 samples. Its data were reported in "LMO2 is essential to maintain the ability of progenitors to differentiate into T-cell lineage in mice" (2021).

How the data were processed

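Gene expression was measured in 4 groups of Ebf1-deficient mouse pro-B cell lines, with 2 arrays in each group. Each sample was total RNA, labelled with Cy3 and hybridised to 1 field of a whole mouse genome array in the one-colour Agilent format. Groups and replicate numbers were taken from the sample titles. The groups were a line with T-lineage potential, called pro-B(+), a line without it, called pro-B(−), and 2 transductants of the line without potential, which carried an empty vector, called pro-B(−)/Mock, or an Lmo2 vector, called pro-B(−)/LMO2. The labels do not say on which stromal cells, and with or without Notch ligand, the transductants were kept before RNA isolation. The titles do not say whether the replicates of a group were separate cultures or separate labellings of 1 culture. A figure legend of the paper describes the array data of the parental lines as coming from independent biological replicates, and no such statement was found for the transductants. The replicates were very close (r = 0.999), so the calls rest on the small spread between these arrays, and where they were labellings of 1 culture, on technical spread alone.

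The scanner intensity of each spot was deposited by the authors as written by Agilent Feature Extraction, per the file headers. The processed intensity was already background subtracted and detrended within the array, and held a positive surrogate where a spot lay at or under background. The authors' processed values, deposited as a matrix on the log2 scale, came from 75th percentile normalization in GeneSpring. Set against the scanner values of the same array, each deposited log2 column differed from log2 of the processed intensity by 1 constant for all probes with a single spot, and these values were used as an alternative. The flags deposited with each spot, per the file headers, marked spots that were saturated, not uniform, outliers among replicate spots, or well above background.

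Control spots were left out, which left 39429 probes per array. Spots with an outlier flag were left out, and the remaining spots of a probe were averaged. This removed 51 probes that had no spot left on at least 1 array, and 39378 probes were analysed. Each value was log2 of the processed intensity minus the 75th percentile of that array, so that a normalized value of 0 lies at the array's upper quartile. Probes were named through their transcript accessions, matched without versions to a RefSeq gene table of assembly GRCm38.p6. This gave a symbol to 26581 probes (67.4%), for 20144 symbols, and the remaining probes were kept without a name. The array design was annotated on another build (mm9), so no coordinates are given, and the table served only for names and for the order of neighbouring genes. For each gene the probe with the highest mean over the 8 arrays stood for the gene, and other probes of the genes named are mentioned where they differed.

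Depth on an array is the signal over background. Between 56.5% and 61.3% of probes were well above background per array, the 75th percentile of the processed intensity ranged from 607 to 952, and no spot outside the controls was saturated. The number of arrays limits the precision: with 2 arrays against 2, the smallest 2-sided p of an exact permutation test is 0.333, so single genes were tested only within a model that shares the spread between genes.

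The tests used limma 3.58.1 in R 4.3.3. All 8 arrays entered 1 fit with 4 group means, which leaves 4 residual degrees of freedom, followed by empirical Bayes moderation (lmFit and eBayes). Probes were tested in a comparison when they were well above background on both arrays of at least 1 of the groups compared. Calls were made at a Benjamini-Hochberg adjusted p under 0.05. The comparisons were pro-B(+) against pro-B(−), pro-B(−)/LMO2 against pro-B(−)/Mock, pro-B(−)/Mock against pro-B(−), and the difference between the effects of the first and the second. Since the study selected genes by fold change, probes past 2-, 5- and 10-fold were also counted with no test. The relation of the first comparison to the second was described across genes by Pearson's r and Spearman's rho, and the overlap of calls was tested with Fisher's exact test. These comparisons share no array but do share the residual SD of each gene in the fit, so the odds ratio was also taken within 20 strata of that SD (Mantel-Haenszel), which was chosen after seeing the data.

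A probe not well above background on any array of a group has only a bound there. Its fold is given as "at least", as the mean of the brighter group against the mean, over the arrays of the dimmer group, of the higher of the array's lowest signal among probes well above background and the probe's own signal. All values are means of normalized log2 values with the SD over 2 arrays, unless stated otherwise.

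Gene lists were written before the data were examined. One holds 17 genes that the study names, and the others hold markers of stem and progenitor cells, the B lineage, the T lineage, myeloid cells and stromal cells. Of these, 7 of 30 stem and progenitor genes, 1 of 28 B-lineage genes and 3 of 26 T-lineage genes are also study genes, and none of the myeloid or stromal genes is. No gene is on more than 1 of the other lists. The lists were tested on 1 probe per gene with limma's camera, with its preset correlation of 0.01, and the adjusted p covers 10 tests. Most genes named in the comparisons of the report were chosen by a rule that was also fixed before the data were examined. They were drawn from the 17 study genes and, for each comparison, the 5 largest rises and the 5 largest falls among genes that were called, well above background and unsaturated on all 4 arrays, and without overlap between the groups. S100a9 in the plot of the lists, and the members of the T-lineage, myeloid and stromal lists and Lin28b that are named among the additional observations, fall outside this rule and were singled out after their values were seen. The same holds for Cd3g, Lyz2, Mpo and Ly86, named among the genes past 10-fold in both comparisons. The sex-linked transcripts, the Notch targets and ligands and the other fetal genes were named from lists that were not part of the rule.

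The calling step was tested on simulated data with 200 of 23467 probes changed. For pro-B(+) against pro-B(−) it recovered 62% of 1.5-fold changes, 84% of 2-fold changes and 93.5% of 4-fold changes. For pro-B(−)/LMO2 against pro-B(−)/Mock it recovered 64.5%, 82% and 95.5%. False calls numbered 3 to 14 per simulation. Both comparisons were simulated on the probes tested in the first. In the data a far larger share of probes was called (48.6% and 64.0%), so these rates do not carry over directly. The simulated noise followed only the spread between replicate arrays, so it could not show false calls from culture or batch.

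The alternatives tried were quantile normalization, scaling to each array's median, the deposited matrix, no filter on dim probes, a filter for probes well above background on all arrays compared, the replicate number as a block, an intensity trend in the variance, only the 4 arrays of a comparison, leaving out each array in turn, the mean over all probes of a gene, fry, and camera with an estimated correlation. Background correction by normexp with an offset of 50 had been planned on the mean spot signal. It was run on the median spot signal and the median local background, with local backgrounds above 100 replaced by the array's median. Both choices were made after seeing the data. The arrays lay on 2 slides. The pro-B(+) and pro-B(−) arrays shared slide 1 and the transductants shared slide 2, so the slide changes nothing within the first 2 comparisons and cannot be told apart from the group in the third. Plots were drawn with matplotlib 3.10.9.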

Results

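Gene expression was profiled on 8 one-colour arrays from Ebf1-deficient pro-B cell lines, which are fetal liver progenitors that lack the B-lineage transcription factor EBF1 and grow on stromal cells with cytokines. Pro-B(+) cells had been maintained on OP9 stromal cells and can enter the T lineage upon Notch stimulation, whereas pro-B(−) cells had been maintained on TD7, a thymic stromal line, and cannot. The pro-B(−) cells were also profiled after transduction with an empty vector (pro-B(−)/Mock) or with Lmo2 (pro-B(−)/LMO2), and the labels do not give the stromal cells or the Notch ligand in the culture of these transductants. Each group had 2 arrays. Over the 20376 probes well above background on all 8 arrays, replicate arrays correlated at r = 0.999, and the SD of their log2 differences was 0.130 to 0.150. Arrays of different groups differed with an SD of 0.497 to 0.838.

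The transduced gene was examined first as a check of the labels. Lmo2 had a normalized log2 signal of 2.10 ± 0.010 (SD, n = 2) in pro-B(+) cells and 0.63 ± 0.0019 (SD, n = 2) in pro-B(−) cells. It was 0.35 ± 0.0023 (SD, n = 2) in pro-B(−)/Mock cells and 0.96 ± 0.043 (SD, n = 2) in pro-B(−)/LMO2 cells. The signal of Lmo2 was thus 2.76-fold higher in pro-B(+) than in pro-B(−) cells (log2 1.46, SE 0.035, limma adjusted p = 2.8e-06) and 1.53-fold higher with the Lmo2 vector than with the empty vector (log2 0.61, SE 0.035, adjusted p = 5.5e-05). The increase by the vector was smaller than the difference between the parental lines by log2 0.85 (adjusted p = 1.0e-04). The position of the probe relative to the transduced cDNA was not examined here. The probe of Ebf1 was well above background on all 8 arrays, with group means of 1.33, 1.52, 1.49 and 1.13 in pro-B(+), pro-B(−), pro-B(−)/Mock and pro-B(−)/LMO2 cells, and its position relative to the targeted part of the gene was likewise not examined.

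To ask which genes distinguish the lines with and without T-lineage potential, pro-B(+) cells were compared with pro-B(−) cells. Of 23467 probes tested, 11402 (48.6%) were called by limma, of which 4835 were higher and 6567 lower in pro-B(+) cells. Most of these changes were small, with a median size of log2 0.41, and 2593 called probes differed by 2-fold or more (1987 higher and 606 lower). The balance of higher and lower calls depended on the scaling: with each array's median in place of the 75th percentile, 2932 probes were called higher and 15580 lower, since the median change of the probes tested moved from log2 −0.04 to −0.33. Differences of 10-fold or more were found for 456 probes, of which 413 were higher and 43 lower in pro-B(+) cells. They represent 353 named genes (327 higher and 26 lower) and 66 probes without a name. Without pro-B(−) replicate 1, where a probe needs only 1 array of that group to be tested, 68 probes and 44 genes were lower by 10-fold or more. In 309 of the 456 probes 1 group was not well above background on both arrays, so that the fold depends on a signal near the floor. Among the 147 probes well above background on all 4 arrays, 126 were higher and 21 lower. With background correction by normexp, which adds an offset and compresses the folds of dim probes, the count past 10-fold was 82 probes (74 higher and 8 lower).

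Among the genes named by the study, Bcl11a, Meis1 and Hmga2 were measured above background on all 4 arrays and were 47.6-fold, 53.7-fold and 77.9-fold higher in pro-B(+) cells. The log2 changes were 5.57 (SE 0.053, adjusted p = 3.85e-07), 5.75 (SE 0.092, adjusted p = 9.3e-07) and 6.28 (SE 0.11, adjusted p = 1.3e-06). A dimmer probe of Hmga2 was at least 72.9-fold higher. Tcf7 was dim but well above background in pro-B(+) cells, at −2.89 ± 0.0079 (SD, n = 2), and was not well above background on either pro-B(−) array. It was at least 7.54-fold higher in pro-B(+) cells (adjusted p = 3.2e-05). The fitted fold, which rests on signals under the floor, was 26.7, and a dimmer Tcf7 probe gave at least 1.46-fold. Bcl2 fell by 0.66 and Erg fell by 1.32 on the log2 scale (adjusted p = 3.8e-05 and 1.9e-04). Gata3 was 1.38-fold higher (adjusted p = 0.0022). Of the Notch receptors, Notch1 and Notch4 were lower (log2 −0.81 and −0.87), Notch3 was 2.85-fold higher, and Notch2 did not differ by the test (log2 0.08, adjusted p = 0.304), although it was called lower with median scaling. Of the 17 study genes, 15 were called over all probes tested and 15 adjusted over the list alone. The study chose several of these genes on these arrays, so the second count is not independent evidence.

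The largest rises that were measured above background on all arrays were those of H2-Ab1 (225-fold), H2-Eb1 (205-fold), Tgfbi (102-fold), Lyz1 (95.2-fold) and Lilrb4a (94.7-fold), and the largest falls were those of Hoxc4 (56.7-fold), Sobp (53.2-fold), Ccno (26.5-fold), Xlr3b (16.6-fold) and Cdkn2a (16.0-fold). Adjusted p-values for these 10 genes lay between 2.3e-07, for Tgfbi, and 2.7e-04, for Xlr3b.

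**Figure D1:**
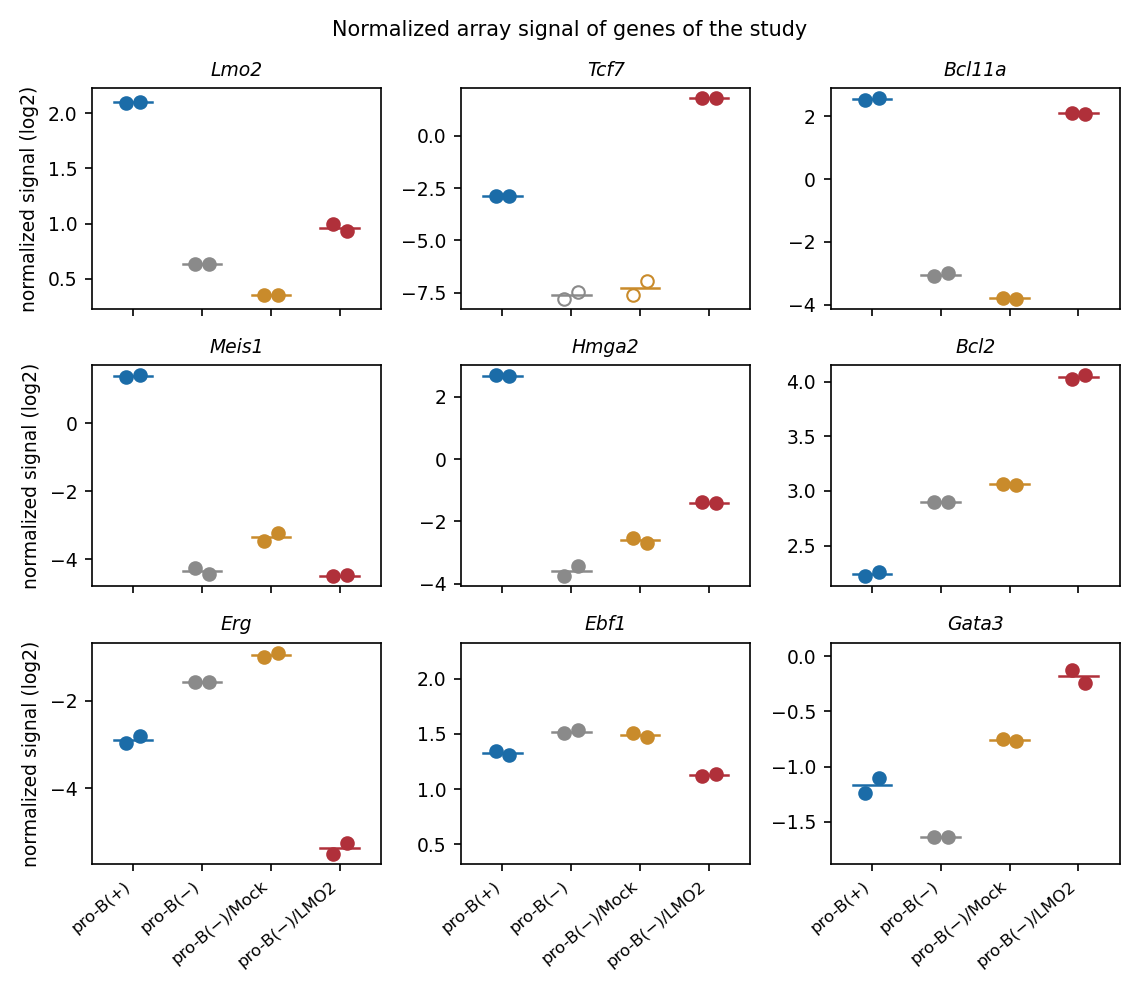
Normalized signal (log2, relative to each array's 75th percentile) of 9 study genes in pro-B(+), pro-B(−), pro-B(−)/Mock and pro-B(−)/LMO2 cells; each point is 1 array, open points are groups not well above background, and bars are means of 2 arrays. Tcf7 and Bcl11a were higher in pro-B(+) and in pro-B(−)/LMO2 cells than in the groups they were compared with, whereas Meis1 was at −4.48 in pro-B(−)/LMO2 cells against 1.40 in pro-B(+) cells.

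To ask what the introduction of Lmo2 changes in cells without T-lineage potential, pro-B(−)/LMO2 cells were compared with pro-B(−)/Mock cells. Of 22995 probes tested, 14725 (64.0%) were called, 6438 higher and 8287 lower with Lmo2. Of the called probes, 2374 differed by 2-fold or more (1681 higher and 693 lower). With median scaling, 3999 were called higher and 12331 lower. Differences of 10-fold or more were found for 249 probes (209 higher and 40 lower), which represent 182 named genes. The lower count depended on the filter: without pro-B(−)/Mock replicate 1 it was 125 probes and without replicate 2 it was 102, against 209 and 212 higher, since with 1 array of that group more probes pass. With normexp, 53 probes were at least 10-fold higher and 0 lower. Of the 249 probes, 94 were well above background on all 4 arrays, 83 higher and 11 lower. For scale, pro-B(−)/Mock against pro-B(−) cells, with no Lmo2 added but on different slides, had 13386 of 23047 probes called (58.1%). Of these, 2138 differed by 2-fold or more. Whether the arrays of a transductant came from separate transductions is not stated. The counts with Lmo2 therefore cannot be assigned to Lmo2 alone.

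Tcf7 was not well above background on either pro-B(−)/Mock array and reached 1.80 ± 0.0097 (SD, n = 2) with Lmo2. It was at least 238-fold higher (adjusted p = 3.6e-06), and a dimmer Tcf7 probe was at least 40.1-fold higher. Bcl11a was 58.4-fold higher with Lmo2 (log2 5.87, SE 0.053, adjusted p = 3.9e-07). Hmga2 was 2.31-fold higher (log2 1.21, SE 0.11, adjusted p = 3.5e-04), and Meis1 was lower, with a log2 change of −1.13 (SE 0.092, adjusted p = 1.9e-04). Meis1 was dim at −4.35, −3.35 and −4.48 in pro-B(−), pro-B(−)/Mock and pro-B(−)/LMO2 cells. Its fall is thus relative to a control above its parental line, which lay on another slide, and its level with Lmo2 was near the parental one. With Lmo2, Bcl2 was 1.97-fold higher (adjusted p = 9.1e-06) and Gata3 was 1.49-fold higher (adjusted p = 6.0e-04). Erg fell by 4.42 on the log2 scale (adjusted p = 2.8e-06). Lyl1 fell by 0.90, Hhex rose by 0.86 and Notch2 rose by 1.02 on the same scale. Notch1 did not differ by the test (log2 0.03, adjusted p = 0.821), and its sign changed with the scaling. Of the 17 study genes, 15 were called over all probes tested and 16 adjusted over the list alone.

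The largest rises with Lmo2 that were measured above background on all arrays were those of Ccl5 (547-fold), H2-Ab1 (119-fold), Adora3 (64.1-fold), Fam20a (60.6-fold) and Bcl11a. Among the largest falls were those of Bmp7 (25.5-fold), Cenpb (23.3-fold), Erg (21.4-fold) and Hnrnpll (14.7-fold).

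The next question was whether Lmo2 moved the genes that separate the parental lines. Across the 12411 genes tested in both comparisons, which are not independent replicates, the log2 changes correlated with Pearson's r = 0.48 and Spearman's rho = 0.26. The filter on dim probes moved r most: it was 0.39 with no filter. Of these genes, 6495 were called in the first comparison, 8561 in the second and 4957 in both (odds ratio 2.07, Fisher's exact test, 2-sided p = 8.8e-77). Both calls use the same residual SD of a gene, so this test does not start from an odds ratio of 1 when the effects are unrelated. Within 20 strata of that SD the odds ratio was 1.85, and it was 1.62 when each comparison was fitted on its own 4 arrays. Genes called in the first comparison moved the same way in the second in 63.6% of cases, against 59.3% of all genes. Among genes called in both, 66.7% had the same direction, where independent signs would give 49.96%. By their brightest probe, 306 genes were at least 10-fold higher in pro-B(+) cells, and 169 of them were tested in both comparisons. Of the 169, 123 (72.8%) were at least 2-fold higher with Lmo2, against 7.40% of all genes tested in both, and 10 were at least 2-fold lower. A gene too dim in pro-B(−)/Mock cells is tested only when it is well above background with Lmo2, which favours rises, and the 123 genes were 40.2% of the 306. Of 122 genes that were also well above background on both pro-B(−)/Mock arrays, which are tested whatever Lmo2 does, 77 (63.1%) were at least 2-fold higher and 10 at least 2-fold lower, against 6.17% higher among all 12168 such genes. Of 25 genes at least 10-fold lower in pro-B(+) cells, 19 were tested in both, and 13 of these were at least 2-fold lower with Lmo2. By the fitted folds, 49 genes rose by 10-fold or more in both comparisons, among them Tcf7 and Bcl11a but not Meis1 or Hmga2. Tcf7 counts here by its fitted fold in the first comparison (26.7), where its bound is only at least 7.54-fold. The 49 genes also include H2-Ab1, H2-Eb1, Lyz1, Lilrb4a and Adora3. They include Lyz2, Mpo and Ly86 of the myeloid list and Cd3g of the T-lineage list as well, so they are not a set of T-lineage genes alone.

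**Figure D2:**
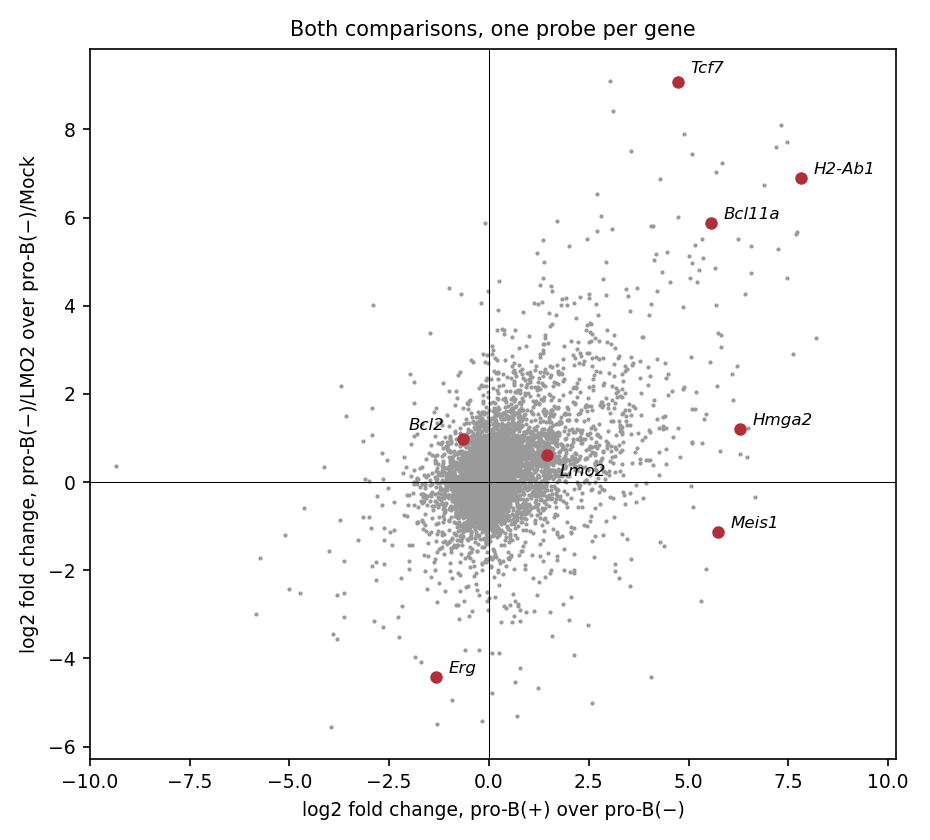
Log2 fold change of pro-B(+) over pro-B(−) cells (horizontal axis) against log2 fold change of pro-B(−)/LMO2 over pro-B(−)/Mock cells (vertical axis); each grey point is 1 of 12411 genes, and 8 genes are marked in red. The changes correlate at r = 0.48 across genes, and Meis1 (5.75 and −1.13) and Hmga2 (6.28 and 1.21) lie far below Bcl11a (5.57 and 5.87).

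The difference between the effects was tested directly over 24583 probes, of which 13298 were called. The difference for Bcl11a was log2 −0.30 (adjusted p = 0.020), and this call did not hold when any 1 of 3 arrays was left out (adjusted p up to 0.068), without the filter on dim probes (adjusted p = 0.062) or with normexp (log2 0.10, adjusted p = 0.337). For Meis1 the parental difference exceeded the effect of Lmo2 by log2 6.88 (adjusted p = 4.9e-06), and for Hmga2 by log2 5.08 (adjusted p = 1.6e-05). Bcl2 differed by −1.64 (adjusted p = 1.1e-05), since it was lower in pro-B(+) than in pro-B(−) cells but higher with Lmo2 than with the empty vector. For Tcf7 the normalized signal in pro-B(−)/LMO2 cells (1.80) lay above that in pro-B(+) cells (−2.89). These 2 groups lie on different slides.

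The transduced control was also compared with its parental line. Of 23047 probes, 13386 were called between pro-B(−)/Mock and pro-B(−) cells, 6428 higher and 6958 lower, and 139 differed by 10-fold or more (48 higher and 91 lower). In 112 of the 139 probes 1 group was not well above background on both arrays. Among the 27 probes well above background on all 4 arrays, 15 were higher and 12 lower. The pro-B(−) arrays lay on 1 slide and the pro-B(−)/Mock arrays on the other, so slide and group cannot be told apart here. The largest rises measured above background on all arrays were those of Speer2 (log2 4.37), 4933402N22Rik (log2 4.31), Speer1 (log2 4.14), Lgals3 (log2 3.83) and Actg2 (log2 3.80), and the largest falls those of Jam3 (log2 −4.83), Tusc1 (log2 −4.21), Morn4 (log2 −4.11), Dynlt3 (log2 −3.72) and Ubqln2 (log2 −3.71). Lmo2 was lower in pro-B(−)/Mock than in pro-B(−) cells (log2 −0.28), and Meis1 and Hmga2 were higher (adjusted p = 5.1e-04 and 0.0011).

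Lists of lineage markers were then examined in the first 2 comparisons. In pro-B(+) against pro-B(−) cells, the myeloid list was higher (camera adjusted p = 4.8e-09, median log2 2.55, or 2.10 with genes at their bounds), with 25 of 29 genes called higher and 2 called lower. The stromal list was higher as well (adjusted p = 3.9e-10, median log2 1.35), with 22 of 23 genes called higher and none called lower. The T-lineage list was higher (adjusted p = 0.039, median log2 0.30), with 14 of 24 genes called higher and 6 lower, but it did not pass with an estimated correlation (adjusted p = 0.110), with quantile normalization, with normexp, or among probes above background on all 4 arrays, where the median was −0.07 (adjusted p = 0.531). With Lmo2 against the empty vector, the T-lineage list (adjusted p = 1.3e-04, median log2 0.90), the myeloid list (adjusted p = 4.9e-05, median log2 0.75) and the stromal list (adjusted p = 7.8e-04, median log2 0.47) were higher. Of the T-lineage genes, 19 of 25 were called higher and 4 lower. With an estimated correlation, the myeloid list in both comparisons, the stromal list in the first and the T-lineage list in the second kept an adjusted p under 0.05, and the stromal list in the second had 0.0500244. The stem and progenitor list and the B-lineage list passed in neither comparison, with adjusted p from 0.704 to 0.959. In these 2 lists the median, the mean and the tests differed in sign. In the first comparison the medians were −0.10 and −0.07 and the means 0.68 and 0.36. In the second the medians were both 0.02 and the means −0.04 and 0.55. The self-contained test fry asks whether a list moves in 1 direction, without reference to the other genes. It called all 10 combinations, with the direction opposite to camera in these 2 lists in both comparisons.

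**Figure D3:**
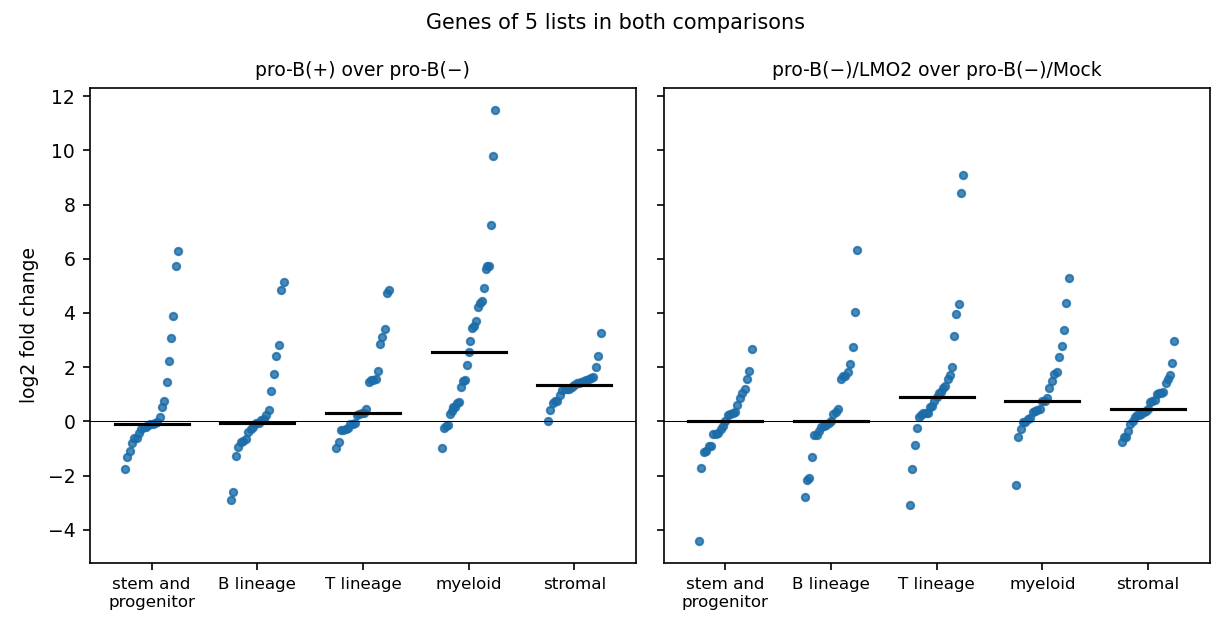
Log2 fold change of each tested gene of 5 marker lists in pro-B(+) over pro-B(−) cells (left) and in pro-B(−)/LMO2 over pro-B(−)/Mock cells (right); points are fitted values of genes in order of their change and black bars are medians. In the left panel the stromal genes spread less than the other lists (median 1.35), from 0.0069 for Pdgfrb to 3.27 for Fbn1. The myeloid genes reach 11.503 for S100a9, whose bound is at least 9.25.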

Values the study reported

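The study reported approximately 400 genes that differed by a fold change above 10 between pro-B(+) and pro-B(−) cells. It put Lmo2 mRNA at approximately 3-fold higher in pro-B(+) cells, citing RT-qPCR normalized to Actb, which is another assay than the arrays. From the arrays it put Tcf7 at approximately 100-fold lower in pro-B(−) cells.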

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

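All alternatives were chosen before the data were examined except the strata of the residual SD, which were chosen after seeing the data, and background correction by normexp, whose form was chosen after its first results had been seen. In the first form of normexp every local background was used as it stood. On pro-B(−)/LMO2 replicate 1, 14 spots had a local background above 100, the lowest signal minus background was −15856, and the fitted mean of the background was −402.758, against 4.56 to 19.01 on the other arrays. The SD of the difference between the pro-B(−)/LMO2 replicates was then 0.877, and 860 probes were called in pro-B(+) against pro-B(−) cells and 1982 with Lmo2 against the empty vector. Other ways of fitting the background on that array were tried and failed on it too. With these local backgrounds replaced by the array's median the SD was 0.0841, and 11071 and 14754 probes were called. Only this form is reported from here on. Its planned form on the mean spot signal was not run, nor was a slide term, which changes nothing within a slide and cannot be told apart from the group between slides.

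Of 109 results, each kept its direction and its side of the threshold with the deposited matrix, the replicate number as a block and an intensity trend. The replicate numbers pair only 2 arrays per group, and the correlations of replicate differences between groups ranged from −0.0272 to 0.0515, so the block was not used elsewhere. Leaving out an array assumes that the lone array of its group varies like the other groups. Lmo2, Tcf7, Bcl11a, Meis1 and Hmga2 kept direction and call in both of the first 2 comparisons under every alternative that gave a value.

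The number of probes called in pro-B(+) against pro-B(−) cells rose to 18512 with median scaling, which moved the median change of the probes tested from −0.04 to −0.33, and in the second comparison from −0.04 to −0.25. Directions of small changes are relative to that shift. Leaving out 1 array gave 8626 to 10854 calls in the first comparison and 12879 to 14532 in the second.

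The counts by fold depended on the treatment of dim probes. With normexp, whose offset compresses the folds of dim probes, the counts in pro-B(+) against pro-B(−) cells were 1190, 230 and 82 probes (872, 178 and 69 genes) past 2-, 5- and 10-fold. With Lmo2 against the empty vector they were 1037, 163 and 53 probes (739, 125 and 43 genes). Among probes above background on all arrays compared, which are fewer, they were 1574, 376 and 147 probes (1126, 280 and 116 genes) in the first comparison. In the second, 287 probes and 227 genes passed 5-fold and 94 probes and 77 genes passed 10-fold. Without a filter, 4239 probes and 2602 genes passed 2-fold in the second comparison. Leaving out 1 array lets more probes of its group pass the filter, which mostly adds probes that are higher in that group. With Lmo2 against the empty vector, higher probes past 5-fold rose from 478 to 711 without pro-B(−)/LMO2 replicate 1 and to 659 without replicate 2, and past 10-fold from 209 to 290 without either. Lower probes past 5-fold rose from 134 to 334 without pro-B(−)/Mock replicate 1 and to 277 without replicate 2, and past 10-fold from 40 to 125 (77 genes) and 102 (61 genes). In pro-B(+) against pro-B(−) cells, 185 probes were lower past 5-fold without pro-B(−) replicate 2, and 68 past 10-fold without pro-B(−) replicate 1. Signal over background is the depth that limits these counts.

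For the relation between the comparisons, Pearson's r was 0.439 with quantile normalization, 0.412 with normexp, 0.391 without a filter and 0.415 with probes above background on all arrays, and 0.461 to 0.480 when 1 array was left out. Spearman's rho was 0.219, 0.224, 0.278 and 0.213 in the same order, and 0.244 to 0.269 when 1 array was left out. The share of genes called in the first comparison that moved the same way in the second was 60.5% with quantile normalization, 62.2% with normexp and also with probes above background on all arrays, 66.7% without a filter, 64.9% with the 4 arrays of each comparison, and 63.5% to 65.7% when 1 array was left out. With median scaling it was 79.3%, where the same shift acts on both comparisons.

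Reversals among single genes were confined to changes that were small or not called. In pro-B(+) against pro-B(−) cells, Myc was −0.011 and Notch2 −0.20 with median scaling, and Hhex was 0.0060 with quantile normalization and 0.014 with normexp. With median scaling Hhex was −0.32 and gained a call (adjusted p = 0.0011), and the call of Myc was lost there and without pro-B(+) replicate 2 (adjusted p = 0.051). With Lmo2 against the empty vector, Notch1 was −0.18 with median scaling and −0.071 with quantile normalization, and −0.098 to 0.17 when 1 array was left out. In the difference between the effects, Bcl11a was 0.095 with normexp, and Myc was −0.066 with median scaling and −0.010 with quantile normalization, and −0.048 to 0.065 when 1 array was left out. The call of Ebf1 in this difference was lost whichever array was left out (adjusted p = 0.052 to 0.088), with median scaling and without a filter. In the second comparison the call of Notch3 depended on the scaling, the filter and 3 of the arrays left out, and those of Myc and Tal1 were lost and that of Notch4 gained with median scaling, the last with quantile normalization as well. For these genes the cause was not tested beyond the shift given above.

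In the lists, the direction of the test reversed for the stem and progenitor list in the first comparison with median scaling (median −0.38), normexp (−0.088) and fry (−0.099), and without pro-B(+) replicate 2, while the median ranged from −0.13 to −0.060 over the arrays left out. For the B-lineage list it reversed with median scaling (−0.36) and fry (−0.073). In the second comparison it reversed with fry for the stem and progenitor list (0.021) and the B-lineage list (0.019), and for the former without any 1 of 3 arrays (−0.012 to 0.055). With camera none of these passed the threshold. The T-lineage list in the first comparison no longer passed with quantile normalization (median 0.29, adjusted p = 0.071), normexp (0.22, adjusted p = 0.051), probes above background on all arrays (−0.066, adjusted p = 0.531), an estimated correlation (0.30, adjusted p = 0.110), or without pro-B(+) replicate 1 (adjusted p = 0.060), and its median ranged from 0.27 to 0.39 over the arrays left out. The stromal list in the second comparison did not pass with an estimated correlation (0.47, adjusted p = 0.0500244). The cause was not tested.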

Other observations

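The tests of Notch ligand contact, of RNA from ligand-expressing stromal cells, of a fetal programme and of the neighbouring regions were chosen before the values they measure were seen; the tests of sex-linked transcripts, stromal RNA, the floor, the scaling, myeloid cells and the slide were chosen only after the result was seen.

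Sex-linked transcripts differed between the parental lines. Xist was not well above background in pro-B(+) cells (mean −7.64) and reached 1.69, 1.26 and 1.63 in pro-B(−), pro-B(−)/Mock and pro-B(−)/LMO2 cells. The Y-linked transcripts Ddx3y (0.81), Eif2s3y (0.65) and Uty (−2.97) were well above background in pro-B(+) cells, and Kdm5d was not on any array. All 8 arrays had Xist and at least 2 of the 3 Y-linked transcripts as their group predicts, with the exception that Ddx3y alone was well above background on pro-B(−)/Mock replicate 1 (−4.81). A swap of 1 pro-B(+) array with 1 array of another group would put an Xist call against its group, and 0 arrays showed one. Xist cannot show a swap among the other 3 groups or a relabelling of both arrays of a group. Male stromal RNA added to a line with Xist would leave Xist in place, whereas the change between pro-B(+) and pro-B(−) cells was −7.43 on the log2 scale or lower, a bound set by the floor. A candidate explanation is that the pro-B(+) line carries a Y chromosome and the other groups do not, so that the comparison of the lines may also be one of sex. Loss of Xist by other means was not tested, and neither was a biological effect of sex on other genes.

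The stromal list was higher in pro-B(+) than in pro-B(−) cells for 23 of 23 genes, and for 22 with median scaling, quantile normalization and normexp. The changes spread less than in the other lists, with an SD of 0.66 over the genes against 1.67 to 3.05. They were not uniform. Pdgfrb did not differ by the limma test (log2 0.0069, adjusted p = 0.925) and Tagln rose by 0.40 on the log2 scale. Timp1 rose by 2.42 and Fbn1 by at least 2.30. The highest probe signals of the list in pro-B(+) cells were those of Cxcl12 (3.43, and 2.66 in pro-B(−) cells), Fn1 (3.35 and 2.15), Sparc (2.02 and 0.49) and Col1a2 (2.02 and 0.61). None of the list was chosen by the study. A larger share of stromal-cell RNA in the pro-B(+) samples, which were kept on another stromal line, may be part of this pattern. The uneven changes leave open whether 1 common share could account for the whole list. A difference between those stromal lines remains open as well. A larger share of like stromal RNA does not account for the genes at least 10-fold higher as the whole cause, since 0 of the 20 stromal genes well above background on all 4 arrays reached 10-fold, and the highest, Timp1, was at 2.42 on the log2 scale. Transcripts made by only 1 of the stromal lines stay open.

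More genes were at least 10-fold higher than lower in pro-B(+) cells. If a higher floor of dim signals on those arrays made this excess, it would vanish among probes above background on all 4 arrays, where 85.7% of the probes past 10-fold were still higher. If the scaling made it, it would vanish with median scaling or quantile normalization, where the lower of the shares was 85.7% too. Both values speak against these as the whole cause. The difference between the lines, in potential, stromal support and sex, stays open and untested.

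Myeloid genes were among the largest differences. S100a9, S100a8 and Lyz2 were higher in pro-B(+) cells by at least 9.25, 7.59 and 6.98 on the log2 scale. Of the myeloid genes, 14 were dim in pro-B(−)/Mock cells, under a limit of −4 set after the values had been seen, and 14 of these were at least 2-fold higher in pro-B(+) cells. Genes dim in pro-B(−)/Mock cells are mostly dim in pro-B(−) cells, the denominator of the fold, so this decides nothing. Myeloid cells in the pro-B(+) culture and expression of these genes by the pro-B(+) cells themselves cannot be told apart, since bulk RNA does not separate them.

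With Lmo2, some T-lineage genes rose and others fell. Il2ra rose by at least 7.06, Cd3g by at least 2.20 and Hes1 by at least 1.16 on the log2 scale, whereas Bcl11b (−3.09) and Cd5 (−1.77) were lower. These genes were picked out after their values were seen. The labels do not say on which stromal cells, and with or without Notch ligand, the transductants were kept, which bears on the T-lineage and the stromal list in this comparison. Notch ligand contact of the cells before RNA isolation could raise Hes1 and Il2ra, and further Notch targets were examined for it. Of these, 0 were at least 2-fold higher with Lmo2, but only Hes5 was tested (−0.02), and Nrarp, Hey1, Heyl and Hey2 were too dim. Dtx1, another Notch target, rose by 1.31 on the log2 scale (adjusted p = 1.9e-05) and was singled out after its values were seen, and Tcf7 and Gata3, which Notch signalling can raise, were higher as well. Contact and an effect of Lmo2 cannot be told apart by these genes. RNA of stromal cells that carry the ligand Dll4 cannot be told apart either, because Dll4 was well above background on no array (change −0.38).

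Hmga2, a gene of fetal blood progenitors, was higher in pro-B(+) cells. Of further fetal genes, 5 were tested, all 5 were higher and 3 were at least 2-fold higher, namely Lin28b, Igf2 and Igf2bp2. With median scaling 4 were higher, and with normexp only 1 was at least 2-fold higher. A retained fetal gene programme may therefore be part of the difference, though Igf2 and Igf2bp2 could also come from stromal cells. Without these, only Lin28b of the further fetal genes was at least 2-fold higher. Lin28b is already counted among the 5 and was singled out for description after its values were seen. It was at 2.31 in pro-B(+) and 0.42 in pro-B(−) cells but not well above background on any transductant array. It was at least 91.6-fold higher in pro-B(−) than in pro-B(−)/Mock cells by 1 probe and at least 4.63-fold by the other.

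Meis1, Bcl11a and Tcf7 lie in separate regions. If loss or silencing of a region made them low in pro-B(−) cells, their neighbours would be low as well. The medians over 10 neighbouring genes were −0.05, −0.16 and 0.00813, and the highest of them lies within the range of −0.24 to 0.48 of windows along the genome. This argues against loss of regions that span most of these neighbours. A median over 10 genes cannot show loss or silencing of the gene alone or of a few neighbours. Bcl11a (2.08) and Tcf7 (1.80) were well above background in pro-B(−)/LMO2 cells, which derive from the pro-B(−) line. This argues against loss of Bcl11a and Tcf7 themselves, while Meis1 stayed low there (−4.48). The paper reports a more methylated Tcf7 start site in pro-B(−) cells, which such a window cannot show.

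Between pro-B(−)/Mock and pro-B(−) cells 139 probes differed by 10-fold or more, Lin28b among them. The slide, the transduction and the time in culture cannot be told apart here, since each group lay on 1 slide.

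For Tcf7 between pro-B(+) and pro-B(−) cells only a bound of at least 7.54-fold can be given, which does not say whether the fold is lower or higher than the value quoted from the study above.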
